# HJURP regulates cell proliferation and chemo-resistance via YAP1/NDRG1 transcriptional axis in triple-negative breast cancer

**DOI:** 10.1038/s41419-022-04833-6

**Published:** 2022-04-22

**Authors:** Misha Mao, Yunlu Jia, Yongxia Chen, Jingjing Yang, Ling Xu, Xun Zhang, Jichun Zhou, Zhaoqing Li, Cong Chen, Siwei Ju, Linbo Wang

**Keywords:** Breast cancer, Cell signalling

## Abstract

Triple-negative breast cancer is still a difficult point in clinical treatment at present, and a deep study of its pathogenesis has great clinical value. Therefore, our research mainly focuses on exploring the progression of triple-negative breast cancer and determines the important role of the HJURP/YAP1/NDRG1 transcriptional regulation axis in triple-negative breast cancer. We observed significantly increased HJURP expression levels in triple-negative breast cancer compared to other subtypes. HJURP could affect the level of ubiquitination modification of YAP1 protein and then regulate its downstream transcriptional activity. Mechanistically, we found that YAP1 positively regulates NDRG1 transcription by binding the promoter region of the NDRG1 gene. And HJURP/YAP1/NDRG1 axis could affect cell proliferation and chemotherapy sensitivity in triple-negative breast cancer. Taken together, these findings provide insights into the transcriptional regulation axis of HJURP/YAP1/NDRG1 in triple-negative breast cancer progression and therapeutic response.

## Introduction

Triple-negative breast cancer (TNBC), the most malignant type of breast cancer among the four molecular types of breast cancer, typically lacks effective clinical treatment methods [1]. In particular, TNBC patients generally have a poor prognosis and high rates of systemic recurrence [2]. To date, endocrine therapy and targeted therapy such as trastuzumab do not benefit TNBC patients. There are few therapeutic options besides chemotherapy available to patients with aggressive TNBC due to a lack of targetable molecules. Therefore, it represents a pressing medical need for research based on the pathogenesis of TNBC and the availability of actionable targets.

The histone chaperone holiday junction recognition protein (HJURP) functions at the centromere level and has been proved to be required for CENP-A centromeric localization [3, 4]. Recent studies have shown that HJURP plays a dual role in the progression of glioblastoma, prostate cancer, and breast cancer [5–7]. For instance, suppression of HJURP induced cell senescence and abolished cell-cycle dynamics in glioblastoma [5]. HJURP increased the ubiquitination of CDKN1A via the GSK3β/JNK signaling pathway and decreased its stability, thus promoting prostate cancer cell proliferation [8]. In the field of breast cancer research, the expression of HJURP in breast cancer is significantly higher than that in normal tissues [9]. Previous work showed that HJURP is lower expressed in luminal A breast cancer than in other types of breast cancer and can distinguish between good and poor prognosis in luminal A breast cancer patients [10]. Additionally, high HJURP mRNA expression was also significantly associated with both shorter disease-free and overall survival and could predict the sensitivity of radiotherapy in breast cancer [9]. These suggested that HJURP might be a key regulator in breast cancer, but its roles in TNBC are not well understood.

To understand whether and how HJURP involves in the progression of TNBC, we performed a loss or gain function assay in TNBC cell lines and found the co-interaction between HJURP and YAP1 protein. More specifically, HJURP affected the ubiquitination level of YAP1 and caused the transcriptional regulation of its target gene NDRG1, thereby affecting cell proliferation and chemo-resistance of TNBC. This study provides theoretical support for finding relevant therapeutic targeting TNBC and has certain clinical guiding significance.

## Results

### HJURP modulates YAP1 protein level in TNBC cells

To determine whether HJURP involves in the progression of TNBC, we firstly examined the expression level of HJURP in breast cancer cells. We revealed the expression of HJURP is significantly higher in TNBC than in non-TNBC cells (Fig. 1A). Interestingly, the expression of YAP1 protein was also significantly higher in TNBC cells, which is consistent with previously reported results [11]. Similar results were obtained from Oncomine databases. Both HJURP and YAP1 were higher in TNBC compared with normal breast and non-TNBC samples (Fig. 1B, C). These results indicated that HJURP may interact with YAP1 in TNBC. To test this hypothesis, we firstly performed Kaplan–Meier analyses using the online Kaplan–Meier–Plotter breast cancer database and the results showed that high expression of YAP1 mRNA level is associated with poor recurrence-free survival (RFS) in breast cancer patients with high HJURP expression (Fig. 1D). To validate the underlying mechanism, we selected MDA-MB-231 and BT549 cell lines for further exploration (Fig. 1E, F). After knocking down HJURP, the protein level of YAP1 expression was significantly decreased (Fig. 2A), but the mRNA level of YAP1 did not change (Fig. 2B). Next, we tested the cellular localization of YAP1 protein after HJURP depletion. Immunofluorescence localization (Fig. 2C) and Cytoplasmic and nuclear fractionation assay (Fig. 2D, E) indicated that the nuclear localization of YAP1 is significantly reduced after knocking down HJURP. Collectively, these results indicated that HJURP can inhibit YAP1 from entering the nucleus, thereby inhibiting its transcriptional activity.

**Fig. 1:**
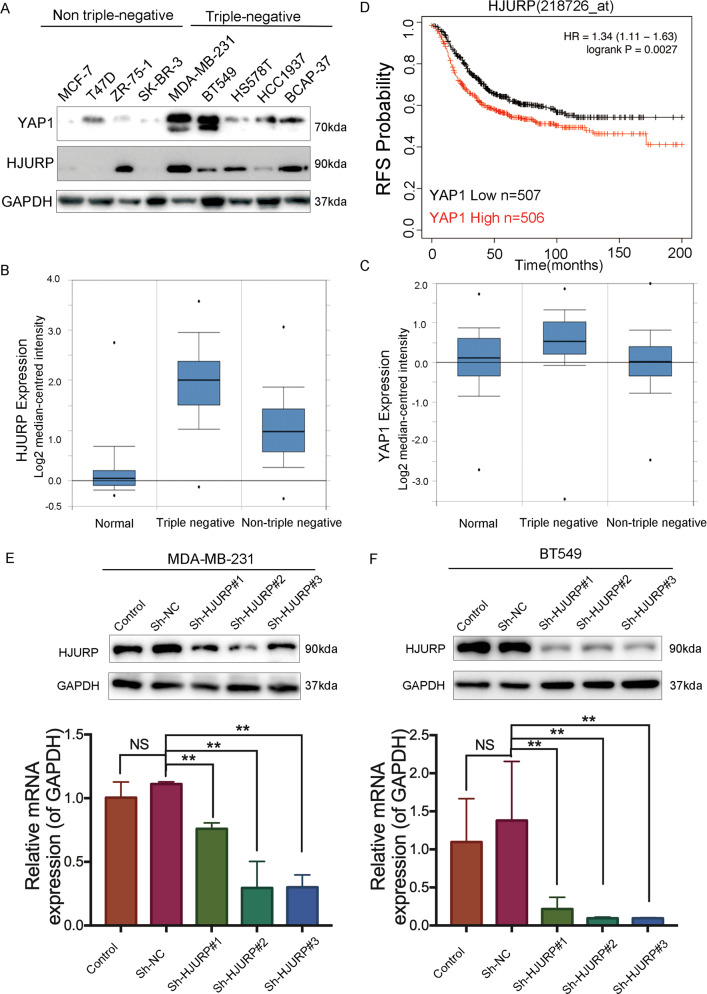
High HJURP and YAP1 expression in TNBC cells. **A** Western blot analysis of HJURP and YAP1 expression in breast cancer cell lines (MCF-7, T47D, ZR-75-1, SK-BR-3, MDA-MB-231, BT549, HS578T, HCC1937, and BCAP-37). **B**, **C** Oncomine database showed the expression of HJURP and YAP1 in normal breast tissues, triple-negative breast cancer, and non-triple-negative breast cancer. **D** Kaplan–Meier analyses RFS based on HJURP and YAP1 mRNA levels, using the KM-plotter breast cancer database (http://kmplot.com/analysis/). A median cutoff was chosen in the analysis. **E**, **F** The expression of HJURP in MAD-MB-231 cells and BT549 cells stably transfected with or without HJURP shRNAs was explored by western blot analysis and RT-PCR analysis. Data were presented as mean ± SD of three independent experiments. *p < 0.05; **p < 0.01; ns not significant.

**Fig. 2:**
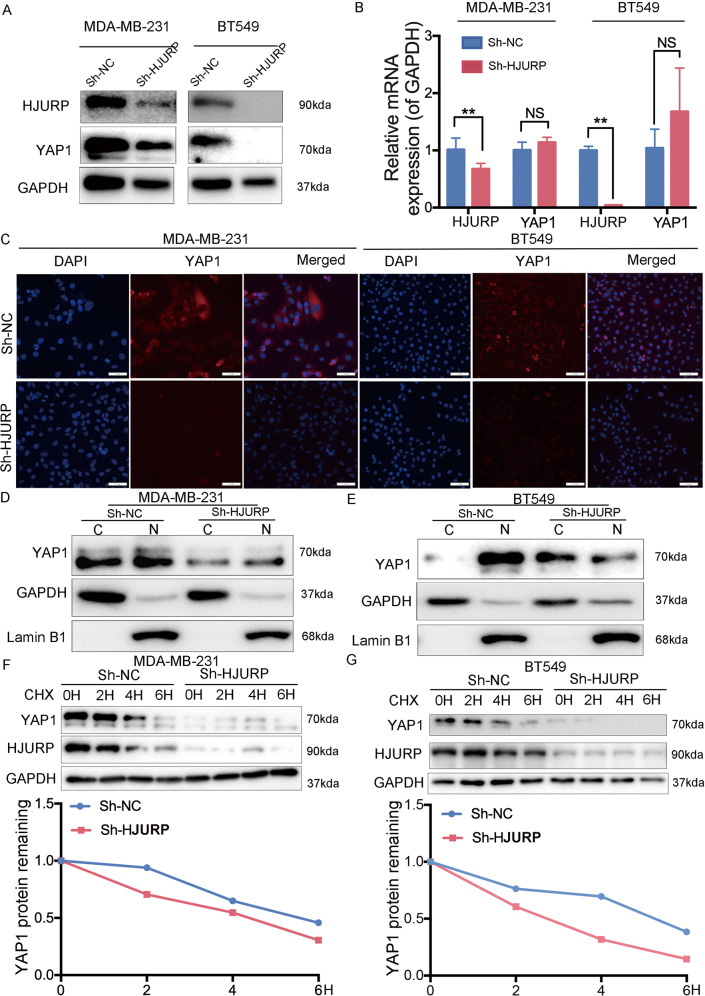
HJURP stabilizes and combines with YAP1 protein. **A** The protein level of HJURP and YAP1 was detected by western blot analysis in MDA-MB-231 cells and BT549 cells. **B** The mRNA level of HJURP and YAP1 was detected by RT-PCR analysis in MDA-MB-231 cells and BT549 cells. **C** Immunofluorescence detection of the DAPI-stained nuclei (blue), YAP1 expression (red), and merged fluorescence images illustrate predominant nuclear YAP1 localization. The scale bar represents 50 μm. **D**, **E** Western blot analysis of cytoplasmic and nuclear fractions of YAP1 in MDA-MB-231 cells and BT549 cells. **F**, **G** YAP1 protein was examined by western blot in MDA-MB-231 cells and BT549 cells with HJURP depletion after 72 h of transfection. The cells were treated with 10 μg/ml cycloheximide for the indicated times. The graph represents the quantification of the YAP1 protein levels. Data were presented as mean ± SD of three independent experiments. *p < 0.05; **p < 0.01; ns not significant.

### HJURP regulates YAP1 ubiquitination

To further investigate the impact of HJURP on YAP1 activity, we examined the effect of HJURP on YAP1 stability in MDA-MB-231 and BT549 cells treated with cycloheximide (CHX), an inhibitor of protein synthesis. We found that YAP1 stability is reduced after depletion of HJURP (Fig. 2F, G). As shown in Fig. 3A, HJURP could decrease YAP1 protein level, which could be minimized with the presence of the lysosome inhibitor Chloroquine but not proteasome inhibitor MG-132. Further immunoprecipitation experiments suggested that HJURP can bind with YAP1 protein (Fig. 3B). We then detected the effect of HJURP on the ubiquitination of YAP1 protein. The ubiquitination-based immunoprecipitation showed that HJURP inhibits YAP1 overall poly-ubiquitination (Fig. 3C). Therefore, the above experimental results suggested that HJURP binds to YAP1 protein and then regulates the stability and cellular distribution of YAP1, thereby promoting the ubiquitination level of YAP1.

**Fig. 3:**
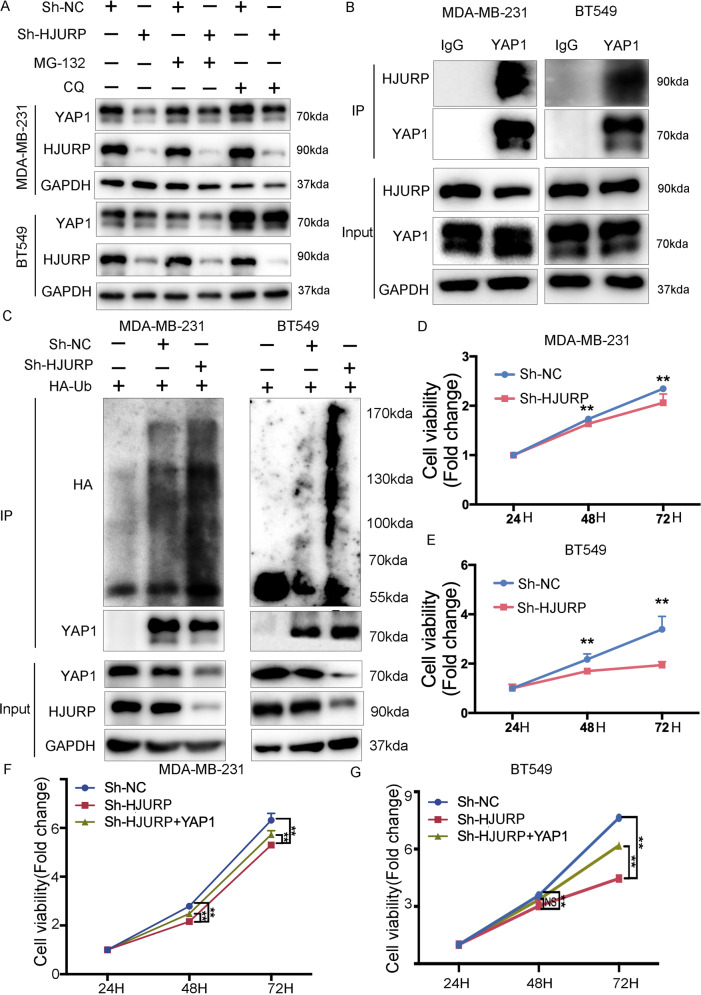
HJURP inhibits YAP1 ubiquitination. **A** Western blot analysis of YAP1 expression in MDA-MB-231 cells and BT549 cells with or without HJURP depletion in presence of proteasome inhibitor MG-132 (10 μM, 6 h) or lysosome inhibitor chloroquine (10 μM, 24 h). **B** Endogenous HJURP was analyzed by immunoprecipitation with YAP1 antibody in MDA-MB-231 cells and BT549 cells. **C** MDA-MB-231 cells and BT549 cells stably expressing Sh-HJURP were transfected with HA-Ub plasmid 48 h. Ubiquitination of YAP1 was analyzed by immunoprecipitation with YAP1 antibody and confirmed by western blot analysis. **D**, **E** Cell proliferation of MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-HJURP was then determined by the CCK-8 assay at 24,48, and 72 h, respectively. **F**, **G** MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-HJURP were transfected with the Flag vector or Flag-YAP1 and then seeded. Cell proliferation was then determined by the CCK-8 assay at 24,48, and 72 h, respectively. Data were presented as mean ± SD of three independent experiments. *p < 0.05; **p < 0.01; ns not significant.

### HJURP-regulated YAP1 activity promotes cell growth and reduces doxorubicin sensitivity in TNBC cells

To investigate the effects of the HJURP/YAP1 axis on the malignant phenotypes of TNBC cells, we performed a functional assay in TNBC cells after HJURP silencing. Knockdown of HJURP significantly suppressed cell growth determined by the CCK-8 assay (Fig. 3D, E). And this inhibition was reversed by overexpressing YAP1 (Fig. 3F, G). Cell colony formation assay showed that cell growth reduction by HJURP silencing can be reversed again after YAP1 overexpression (Fig. 4A–D). Additionally, depletion of HJURP could induce doxorubicin sensitivity in MDA-MB-231 and BT549 cells (Fig. 4E, F). YAP1 overexpression abolished HJURP knockdown-induced chemotherapy sensitivity in MDA-MB-231 and BT549 cells (Fig. 4G, H). Collectively, these findings demonstrated that HJURP/YAP1 signaling pathway is responsible for TNBC proliferation and response to chemotherapy.

**Fig. 4:**
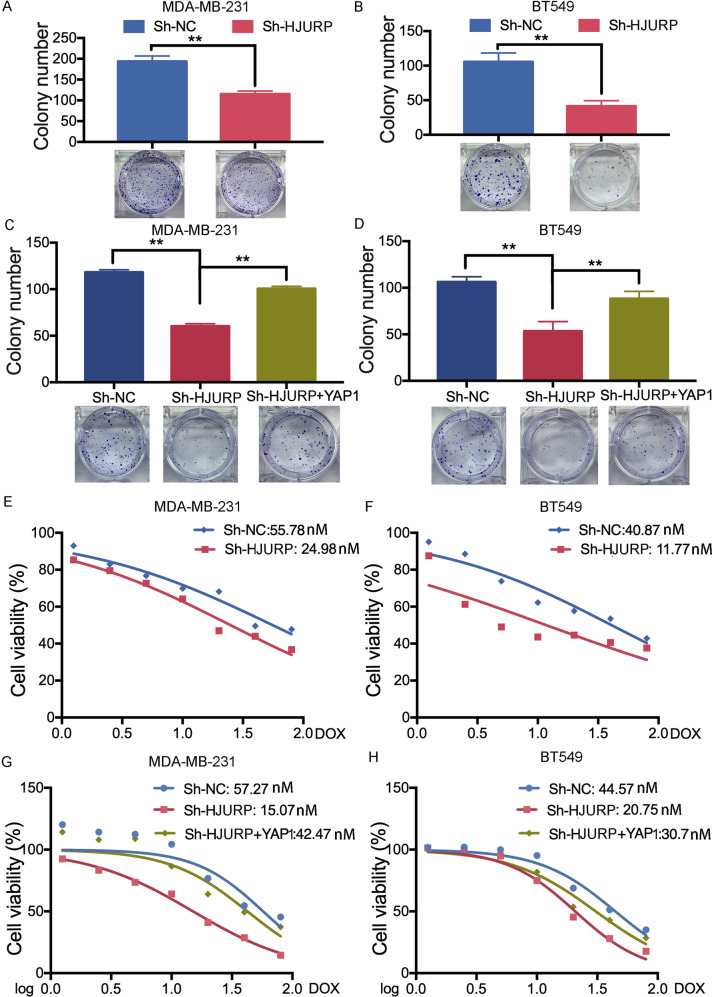
HJURP/YAP1 axis regulates TNBC cell proliferation and doxorubicin response. **A**, **B** MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-HJURP were allowed to form colonies in a fresh medium for 14 days. **C**, **D** MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-HJURP with or without YAP1 overexpression were allowed to form colonies in a fresh medium for 14 days. **E**, **F** MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-HJURP were treated with doxorubicin at different concentrations for 48 h. Cell viability was detected by the CCK-8 assay. **G**, **H** MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-HJURP with or without YAP1 overexpression were treated with doxorubicin at different concentrations for 48 h. Cell viability was detected by the CCK-8 assay. Data were presented as mean ± SD of three independent experiments. *p < 0.05; **p < 0.01; ns not significant.

### HJURP/YAP1- axis promotes NDRG1 transcription

In order to further analyze the regulatory network of the HJURP/YAP1 pathway in TNBC, we performed RNA-sequencing after knocking down YAP1 in MDA-MB-231 cells (Supplementary Fig. 1A, B). 

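RNA-sequencing was performed on MDA-MB-231 cells, an established human TNBC cell line, stably expressing a control short hairpin RNA (Sh-NC) or a short hairpin RNA against YAP1 (Sh-YAP1). Each group had 3 libraries, numbered 1 to 3, from day 3. YAP1, the targeted gene (ENSG00000137693), lies on the plus strand of chromosome 11 of GRCh38 from 102110461 to 102233423. Its expression was 28.1, 26.2 and 22.9 FPKM in Sh-NC replicates 1 to 3. It was 3.35, 2.67 and 2.58 FPKM in Sh-YAP1 replicates 1 to 3. The mean was 25.7 ± 2.66 FPKM (SD, n = 3) in Sh-NC and 2.87 ± 0.42 FPKM (SD, n = 3) in Sh-YAP1. The log2 fold change was -2.79 (standard error 0.12, adjusted p = 0.0018 from limma with Benjamini-Hochberg adjustment). An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest p that 3 libraries against 3 allow. All 11 YAP1 transcripts were lower in Sh-YAP1, 7 of them without overlap between the groups. Tested singly, none of the 11 had an adjusted p under 0.05 (smallest 0.381, limma with Benjamini-Hochberg adjustment). With a pseudocount of 0.01 in place of 1, the alternative that moved it most, the log2 fold change of YAP1 was -3.17. The authors deposited expression as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of a library), with 2 decimals, for 229420 transcripts of 60612 genes. The values come without counts, so the depth of each library is unknown and no interval for sampling error is given. FPKM summed to between 467493 and 475116 per library. The value of a gene was taken as the sum of its transcripts. Since FPKM is scaled by transcript length, fragments moved between transcripts of unequal length can change this sum without a change in RNA. Values were analysed as log2(FPKM + 1), which makes fold changes of weakly expressed genes smaller than their ratios. Genes with a mean of at least 0.5 FPKM over the 6 libraries, and transcripts with a mean of at least 0.1, were tested for a difference between the groups with limma. The Pearson correlation between libraries across genes was 0.978 to 0.982 within a group and 0.971 to 0.976 between groups; genes are not independent replicates. The paper's statistics section gives tests for comparing groups in general, and it names no test, threshold or correction for the RNA-sequencing. The paper's text does not name the aligner, the genome build or the annotation. Positions given here are from GENCODE 29.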

The results showed a total of 326 gene expression changes, of which 136 genes were up-regulated after knocking down the YAP1, and 190 genes were downregulated (Fig. 5A, B). 

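Of 14770 genes tested, 499 had an adjusted p under 0.05 (limma, Benjamini-Hochberg), of which 259 were up-regulated in Sh-YAP1 and 240 were downregulated. A change of at least 2-fold with an unadjusted p under 0.05, the lines drawn in Fig. 5A, was reached by 89 genes, of which 46 were up-regulated and 43 downregulated. This number moved most with a pseudocount of 0.01, which gave 265 genes. Fig. 5A is drawn per transcript. Of 77655 transcripts tested, 40 had an adjusted p under 0.05 and 1169 reached 2-fold with an unadjusted p under 0.05, of which 536 were up-regulated and 633 downregulated. The number at an adjusted p under 0.05 depended most on whether libraries of the same number were treated as pairs. With the replicate number as a block, 1 gene had an adjusted p under 0.05, while 2779 genes had an unadjusted p under 0.05. No transcript passed with the block, and 3553 had an unadjusted p under 0.05. The deviations of same-numbered libraries from their group means correlated across genes at -0.028, 0.062 and 0.004 for replicates 1, 2 and 3, so the numbers carried little shared variation, and the groups were compared without the block. Apart from YAP1, the genes with the largest changes among those past the adjusted threshold with a mean of at least 1 FPKM and no overlap between groups were AL121900.2, TPM4 and G3BP2 (up-regulated) and CDRT4 and IL11 (downregulated). G3BP2 (ENSG00000138757, chromosome 4, 75642782 to 75724525) was at 30.3 ± 0.66 FPKM (SD, n = 3) in Sh-NC and 84.1 ± 4.55 FPKM (SD, n = 3) in Sh-YAP1. Its log2 fold change was 1.44 (standard error 0.07, adjusted p = 0.00192, limma with Benjamini-Hochberg adjustment). One transcript held 63.1% of its FPKM. TPM4 (ENSG00000167460, chromosome 19, 16067021 to 16103005) rose from 84.8 ± 13.7 to 262 ± 61.9 FPKM (SD, n = 3 each), a log2 fold change of 1.60. IL11 (ENSG00000095752, chromosome 19, 55364389 to 55370463) fell from 23.9 ± 1.66 to 6.86 ± 0.37 FPKM (SD, n = 3 each), a log2 fold change of -1.66. A single transcript held 93.1% of its FPKM. AL121900.2 (ENSG00000284776) was listed at 0 in Sh-NC replicates 1 and 2 and at 1.43 FPKM in Sh-NC replicate 3, against 9.79, 18.2 and 4.38 FPKM in Sh-YAP1 replicates 1 to 3. It overlaps DTD1 and SMIM26 on the same strand, which together changed by -11.93 FPKM. CDRT4 (ENSG00000239704) was at 3.52 ± 1.70 FPKM in Sh-NC and 0.24 ± 0.16 FPKM in Sh-YAP1 (SD, n = 3 each). It overlaps TVP23C-CDRT4, which went from 1.94 to 4.48 FPKM.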

The Go enrichment was shown in Supplementary Fig. 2C. We found that the expression of NDRG1 transcripts is significantly decreased in the YAP1 knockdown group (Fig. 5C, D). 

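NDRG1 (ENSG00000104419) lies on the minus strand of chromosome 8 of GRCh38 from 133237171 to 133302022, and GENCODE 29 lists 29 transcripts of it, 15 of which are protein coding. The NDRG1 transcript marked in Fig. 5C is ENST00000521414, annotated as a processed transcript, which is one without an open reading frame. It has 7 exons between 133237176 and 133249488. Of these exons, 6 have the same start and end in the transcript ENST00000414097, whose 5′ end lies 48.1 kb upstream. The deposited values name genes and not transcripts. The first 100 transcripts listed carry the genes of the 100 transcripts in Fig. 5C, and the single NDRG1 entry among them was taken as ENST00000521414. Its expression was 17.9, 0.02 and 11.8 FPKM in Sh-NC replicates 1 to 3, a mean of 9.89 ± 9.08 FPKM (SD, n = 3), and it was listed at 0 in all 3 Sh-YAP1 libraries. The difference on the log2(FPKM + 1) scale was -2.65 (standard error 1.10, adjusted p = 0.769 from limma with Benjamini-Hochberg adjustment). Its unadjusted p from limma was 0.0535. Every Sh-NC library was above the Sh-YAP1 libraries, replicate 2 by 0.02 FPKM, and an exact two-sided permutation test gave p = 0.1, again the smallest possible. The spread within Sh-NC was nearly as large as the difference in means. The total of all NDRG1 transcripts was 70.0, 61.4 and 65.5 FPKM in Sh-NC replicates 1 to 3 and 130.4, 86.5 and 139 FPKM in Sh-YAP1 replicates 1 to 3. The mean was 65.6 ± 4.32 FPKM (SD, n = 3) in Sh-NC and 119 ± 28.3 FPKM (SD, n = 3) in Sh-YAP1. The log2 fold change was 0.82 (standard error 0.18, adjusted p = 0.0652 from limma with Benjamini-Hochberg adjustment). An exact two-sided permutation test gave p = 0.1, the lowest that 3 libraries against 3 can give. Without transcripts that exceeded 1 FPKM in a single library, an alternative chosen after the values were seen, the groups overlapped and the log2 fold change was 0.60. With each library left out in turn it stayed between 0.69 and 1.03, and it passed an adjusted p of 0.05 only without Sh-YAP1 replicate 2 (adjusted p = 0.0335, limma with Benjamini-Hochberg adjustment). Over all alternatives the adjusted p from limma (Benjamini-Hochberg) ranged from 0.0335 to 0.305. The deposited values hold 61 NDRG1 transcripts, more than the 29 that GENCODE 29 lists, and 25 passed the filter and were tested. Of the 25 NDRG1 transcripts tested, 7 were lower and 18 were higher in Sh-YAP1. None had an adjusted p under 0.05, and 2 had an unadjusted p under 0.05. The 7 lower transcripts went from 29.2 to 1.57 FPKM in sum, and the 18 higher transcripts from 36.4 to 117 FPKM. By the same test, none of the 11 transcripts of the targeted gene YAP1 had an adjusted p under 0.05 (smallest 0.381, limma with Benjamini-Hochberg adjustment). Missing this threshold is therefore weak evidence against a change of a single transcript. The paper states that NDRG1 transcripts fell in the YAP1 knockdown group. From its results taken together, it proposes that the HJURP/YAP1 axis is important for activating the transcription of NDRG1.

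**Figure D1:**
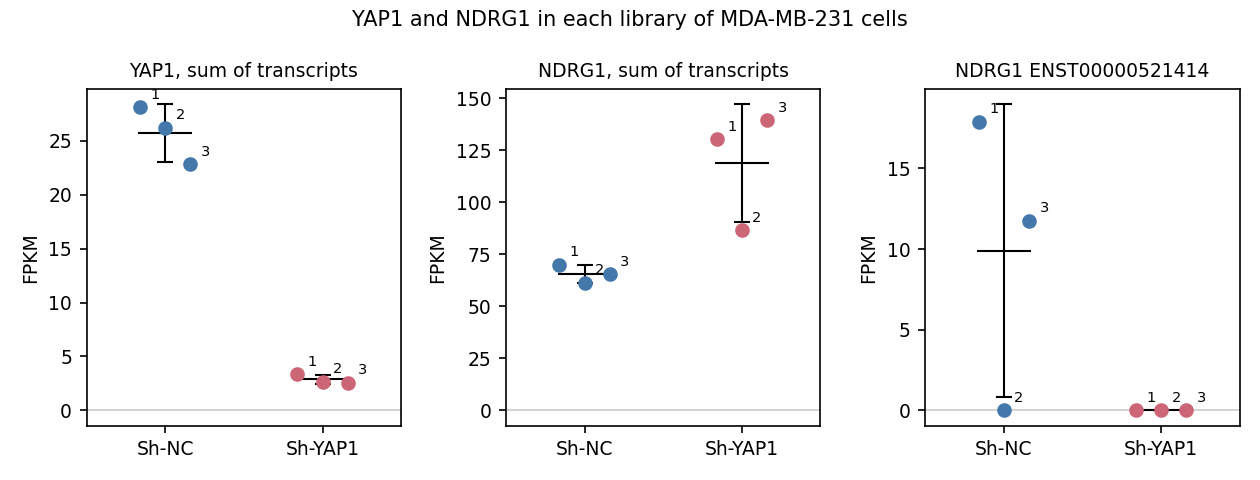
Expression in FPKM (vertical axes) of YAP1, of all NDRG1 transcripts together and of ENST00000521414 in the 3 Sh-NC and 3 Sh-YAP1 libraries; points are libraries, and the lines show mean ± SD. The NDRG1 total lies between 61.4 and 70.0 FPKM in Sh-NC and between 86.5 and 139 FPKM in Sh-YAP1, while ENST00000521414 is near 0 in Sh-NC replicate 2 and at 0 in Sh-YAP1.

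**Figure D2:**
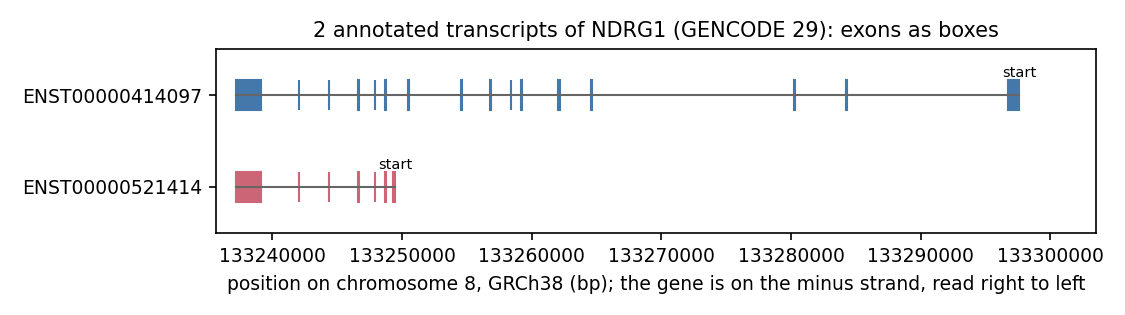
Exons of ENST00000414097 and ENST00000521414 by position on chromosome 8 of GRCh38 (horizontal axis). Both transcripts run from right to left, and the 5′ end of ENST00000521414 lies 48.1 kb downstream of that of ENST00000414097.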

Previous research also indicated that mRNA expression of NDRG1 is relatively higher in TNBC than that in other types of breast cancer cells [12]. Additionally, Kaplan–Meier meta-analyses showed that a high expression of NDRG1 mRNA level is specifically significantly associated with RFS in breast cancer patients with high YAP1 expression (Fig. 5E). Depletion of YAP1 in MDA-MB-231 and BT549 cells decreased the NDRG1 expression (Fig. 6A, B). 6A, B and YAP1 target genes (CTGF and CYR61) were previously validated to be determined the transcriptional activity of YAP1(Fig. 6B). We then demonstrated that YAP1 can bind to the promoter region of the NDRG1 gene determined by the CHIP results (Fig. 6C). We constructed the promoter region of the NDRG1 gene to be inserted into the pezx-pg04.1vector. Luciferase reporter system assays also showed that YAP1 can positively regulate NDRG1 transcription (Fig. 6D). In order to further clarify the binding site, we constructed different truncations of the NDRG1 promoter region and found that only the 0–191 region of the NDRG1 promoter can cause changes in its transcription levels (Fig. 6E, F). Taken together, these results indicated that HJURP/YAP1 regulatory axis is important for the transcription activation of NDRG1.

**Fig. 5:**
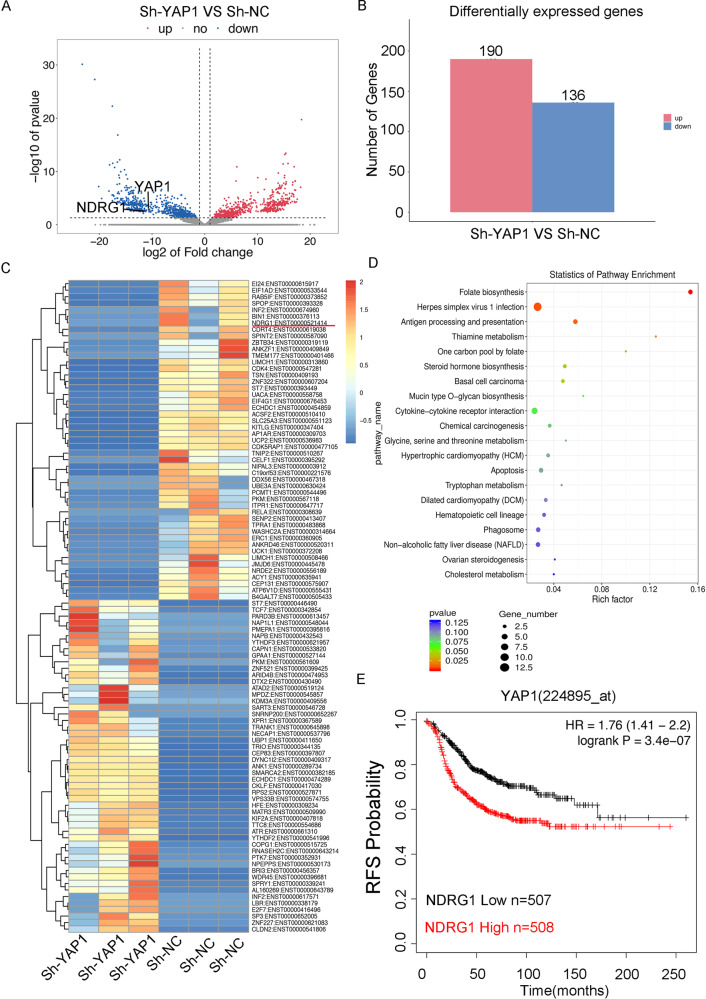
HJURP/YAP1 axis regulates NDRG1 transcriptional level. **A**, **B** RNA sequence analysis was performed in MDA-MB-231 cells stably expressed Sh-NC or Sh-YAP1 (*n* = 3). It showed differential transcriptomic expression. **C** The Heatmap diagram with transcripts RNAs in MDA-MB-231 cells stably expressing Sh-NC or Sh-YAP1 (*n* = 3). The color scale at the right illustrates the relative expression level of each transcript across all samples; red and blue are expression levels above and below the mean, respectively. White is the mean expression level. **D** Top changed pathways in Sh-YAP1 groups versus Sh-NC groups were shown. **E** Kaplan–Meier analyses RFS based on YAP1 and NDRG1 mRNA levels, using the KM-plotter breast cancer database (http://kmplot.com/analysis/). A median cutoff was chosen in the analysis.

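Fig. 5C lists 100 transcripts, of which 49 are drawn lower and 51 higher in Sh-YAP1. All 100 could be matched to a deposited transcript by gene and direction. The list is drawn from the same values, and the paper does not state how its transcripts were chosen. Neither this match nor the separation of the groups below is therefore a test of stability. Of the 100, 90 had no overlap between the Sh-NC and Sh-YAP1 libraries. An adjusted p under 0.05 (limma, Benjamini-Hochberg, over all transcripts tested) was reached by 21, and an unadjusted p under 0.05 by 88. Most were near 0 in one group. Of the 49 lower transcripts, 48 had no Sh-YAP1 value above 0.05 FPKM, and 49 of the 51 higher transcripts had no Sh-NC value above 0.05 FPKM. The median log2 difference was -2.18 for the lower and 1.97 for the higher transcripts. The transcripts belong to 95 genes, 94 of which were tested. The total of all transcripts of the gene changed less, with a median size of 0.20 and a median log2 fold change of -0.09 for the genes of the lower transcripts and 0.06 for those of the higher transcripts. The gene total moved in the direction of the transcript for 60 of the 100 transcripts and in the other direction for 40. Of the genes, 12 had an adjusted p under 0.05, and 5 reached 2-fold with an unadjusted p under 0.05.

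**Figure D3:**
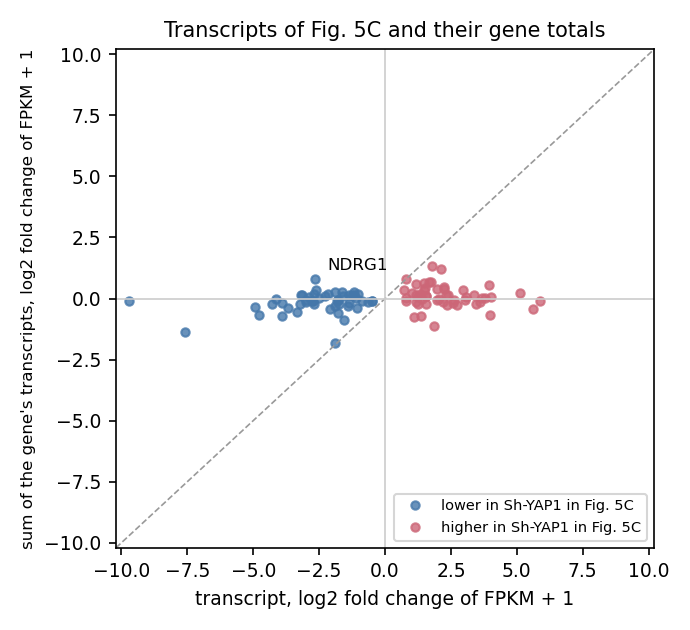
Log2 fold change (Sh-YAP1 against Sh-NC) of each of the 100 transcripts of Fig. 5C on the horizontal axis and of the total of its gene on the vertical axis; each point is a transcript. The transcripts have medians of -2.18 and 1.97 on the horizontal axis, and the gene totals have a median size of 0.20 and range from -1.80 to 1.34.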

**Fig. 6:**
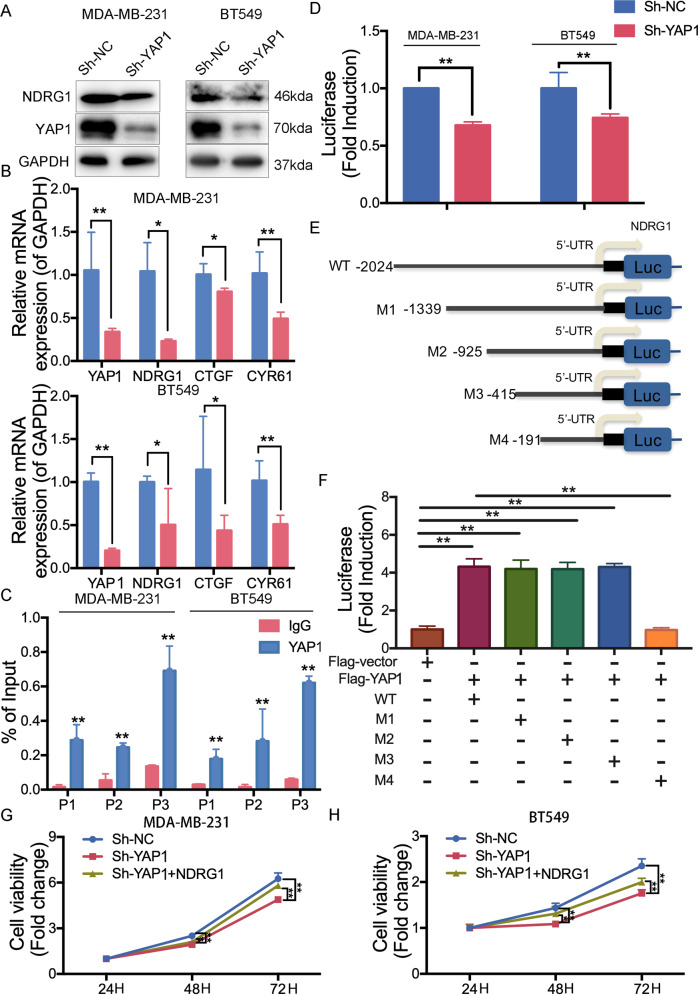
HJURP/YAP1 axis induces NDRG1 transcription. **A**, **B** Western blot analysis and RT-PCR analysis of NDRG1 expression in MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-YAP1. **C** Enrichment of YAP1 in the NDRG1 promoters was measured by ChIP experiments in MDA-MB-231 cells and BT549 cells. **D** Promoter activities of NDRG1 in MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-YAP1. **E**, **F** Different promoter activities of NDRG1 in 293 T transfected with Flag vector or Flag-YAP1, as measured by a dual-luciferase assay. **G**, **H** MDA-MB-231 cells and BT549 cells stably expressing Sh-NC or Sh-YAP1 were transfected with the Flag vector or Flag-NDRG1 and then seeded. Cell proliferation was then determined by the CCK-8 assay at 24, 48, and 72 h, respectively. Data were presented as mean ± SD of three independent experiments. *p < 0.05; **p < 0.01; ns not significant.

### HJURP/YAP1/NDRG1 pathway relates to the tumor growth of TNBC in vivo and in vitro

To understand the roles of the HJURP/YAP1/NDRG1 axis underlying the formation of TNBC cells, we knocked down the YAP1 and cell growth was decreased, while this inhibition was reversed by overexpressing NDRG1 (Fig. 6G, H). The colony number was significantly reduced in the YAP1 knockdown group and increased again after overexpressing NDRG1 (Supplementary Fig. 1D, E). Additionally, NDRG1 overexpression abolished YAP1 knockdown-induced chemotherapy sensitivity both in MDA-MB-231 and BT549 cells (Fig. 7A and Supplementary Fig. 2A). We further investigated the role of this pathway with in vivo assay. Mouse xenograft assays were performed by injecting BALB/c nude mice with MDA-MB-231 cells stably depleted of HJURP (Fig. 7B). We found that depletion of HJURP led to decreased tumor size and was more sensitive to doxorubicin (Fig. 7C, D), suggesting that HJURP activation is important for TNBC tumor growth and chemotherapy response in vivo. The immunohistochemical images showed HJURP/YAP1/NDRG1 axis promotes TNBC tumor growth (Fig. 7E). Taken together, these results supported a crucial role of the HJURP/YAP1/NDRG1 pathway in TNBC in vivo and in vitro.

**Fig. 7:**
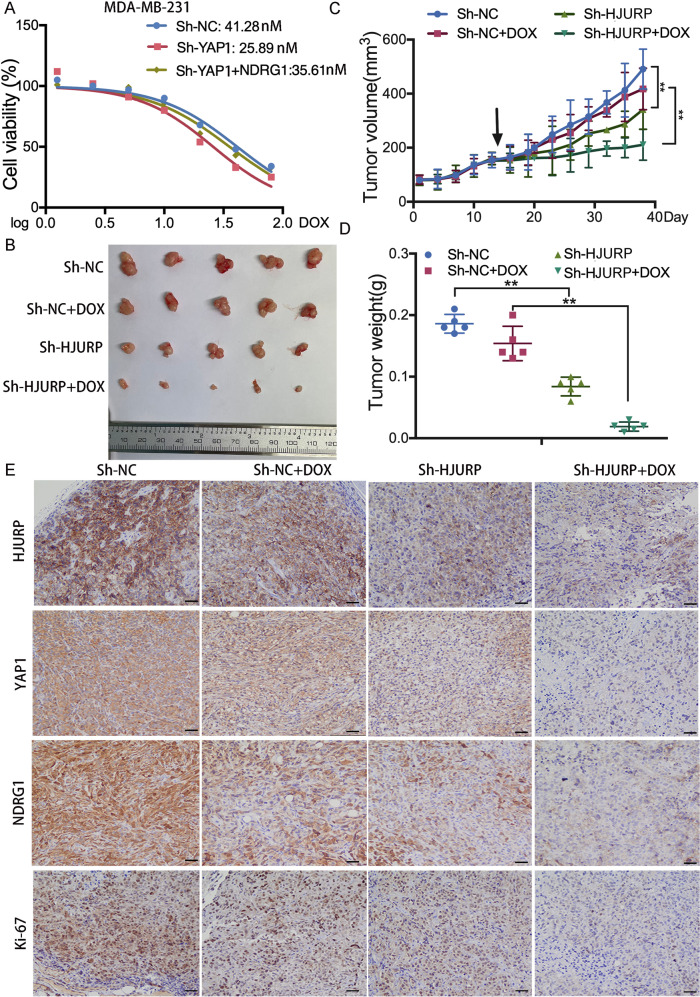
HJURP depletion suppresses tumor growth via downregulating YAP1 and NDRG1 expression in vivo. **A** MDA-MB-231 cells stably expressing Sh-NC or Sh-YAP1 with or without NDRG1 overexpression were treated with doxorubicin at different concentrations for 48 h. Cell viability was detected by the CCK-8 assay. **B** Images of tumor in xenograft-bearing mice. **C** Tumor volume (every three days) of xenograft-bearing mice in the four groups. **D** Tumor weight (Day 24 after drug treatment) of xenograft-bearing mice in the four groups. **E** IHC staining of tumor tissues shows the expression of HJURP, YAP1, NDRG1, and Ki-67. The scale bar represents 50 μm. Data were presented as the mean ± SD *P < 0.05, **P < 0.01.

## Discussion

Traditional molecular classification of breast cancer includes luminal A, luminal B, HER2-positive, and TNBC. At present, with the advancement of diagnosis and treatment methods, hormone-positive endocrine therapy and HER2-positive targeted therapy have greatly improved the survival rate of breast cancer patients. However, TNBC still lacks effective therapeutic targets and prognostic indicators. Therefore, we explored the pathogenesis of TNBC and its regulatory network.

Here, we firstly reported the underlying regulatory mechanisms of HJURP in TNBC. The expression of HJURP is relatively higher in TNBC cells compared with other types of breast cancer cells, which is consistent with previous work [13]. Loss of function experiments identified that HJURP promotes TNBC cells proliferation and decreases doxorubicin sensitivity. In order to clarify its regulatory system, we then tested the expression of YAP1, which is an important transcriptional regulator and participates in important biological roles in tumors, especially in TNBC [14–16]. For example, YAP1 could induce basal-like breast cancer stemness [17]. Aurora A can affect the transcription of the YAP1 gene and its phosphorylation level in TNBC [11]. Because HJURP and YAP1 are both highly expressed in basal-like breast cancer, YAP1 as a transcriptional factor plays an important role in TNBC. HJURP was positively related to YAP1 in TNBC. Our results further showed that after the down-expression of HJURP, the activity of YAP1 protein decreased without a change in its mRNA level. HJURP could bind with YAP1 protein by using immunoprecipitation experiments. The results suggested that HJURP affects YAP1 expression at the posttranscriptional level. Considering the posttranslational regulation, ubiquitin is an evolutionarily conserved protein that post-translationally marks proteins for degradation and has been shown to be necessary for various protein functions [18]. Proteins marked by ubiquitination are usually trafficked to the proteasome or lysosome for degradation [18, 19]. YAP1 has been reported to be ubiquitinated by other proteins [20]. For example, PARK2 promoted YAP1 ubiquitination through proteasome-dependent degradation in esophageal squamous carcinoma [21]. RACO-1 promoted proteasome-dependent YAP1 degradation via inducing YAP1 K48-linked poly-ubiquitination and inhibiting YAP1 K63-linked poly-ubiquitination [22]. Additionally, HJURP can also regulate the ubiquitination of various proteins [8, 23]. Our results suggested that HJURP reflects YAP1 protein stability and regulates the level of ubiquitinated YAP1 protein. Moreover, HJURP inhibited YAP1 ubiquitination via lysosome-dependent degradation. Additionally, cell proliferation assays indicated that the inhibition of cell growth and doxorubicin sensitivity after knocking down the HJURP can be rescued by overexpressing YAP1. The HJURP/YAP1 pathway may act as a potential barrier to TNBC development and drug resistance.

To better characterize the HJURP/YAP1 signaling axis’ mechanism in TNBC, we reduced the level of YAP1 in MDA-MB-231 cells and performed RNA-sequencing. Notably, we noticed that the transcript level of NDGR1 is closely related to the change of YAP1 expression. 

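The 6 MDA-MB-231 libraries form separate clusters by YAP1 expression, the Sh-NC and the Sh-YAP1 libraries, with 3 in each. A correlation of NDRG1 with YAP1 over all 6 would restate the difference between the groups, and 3 libraries are too few to test the relation within a group. The NDRG1 transcript of Fig. 5C held 25.6%, 0.0326% and 17.9% of the NDRG1 total in Sh-NC replicates 1 to 3. Without this transcript, the NDRG1 total was 52.1, 61.3 and 53.8 FPKM in Sh-NC replicates 1 to 3, and the total in Sh-YAP1 was unchanged because the transcript is listed at 0 there.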

NDRG1 is a member of the NDRG protein family consisting of NDRG1-4, which are evolutionarily well conserved [24]. And NDRG1 has been proved to participate in the apoptosis process of a variety of tumors [25–27]. Until now, NDRG1 has been implicated in divergent processes in breast cancer, complicating the interpretation of its function [28]. NDRG1 reflects neutral lipid metabolism thus promoting breast cancer proliferation, and the mRNA expression is relatively higher in TNBC cells [12]. Silencing of YAP1 caused downregulation of NDGR1 transcription level. We further confirmed the regulation of the YAP1 and NDGR1 at the transcriptional level through luciferase experiments and CHIP experiments. We then conducted the different regions of the NDRG1 promoter to identify the combination of the specific regions that realizes the effect on its transcriptional activity. The results showed that the 0–191 region of the NDRG1 promoter is the main responsible area for YAP1 transcriptional regulation. At the same time, we also found that the HJURP/YAP1/NDRG1 regulatory axis affects cell proliferation and drug resistance in TNBC. Cell proliferation assay indicated that YAP1 can promote cell proliferation and induce doxorubicin resistance and these inductions are reverted again after overexpressing NDRG1. We further performed tumor-forming animal experiments in nude mice that showed that tumor volume is significantly reduced after downregulation of HJURP especially when treated with doxorubicin. Altogether, these results showed that HJURP/YAP1/NDRG1 pathway regulated cell proliferation and doxorubicin resistance of TNBC in vitro and in vivo.

Taken together, our data point to the potential genetic mechanisms that can dysregulate TNBC progression. We found that HJURP can combine with YAP1 protein and then reflect its ubiquitination via lysosome-dependent degradation in TNBC. Additionally, HJURP/YAP1 regulatory axis could induce the transcriptional level of NDRG1. HJURP/YAP1/NDRG1 pathway is important for the physiological processes of TNBC. Therefore, our study determined a new regulation axis in TNBC and provided important theoretical support for TNBC treatment targets and related predictors.

## Materials and methods

### Cell culture

The human breast cancer cell lines (T47D, ZR-75-1, BT549, HCC1937, and BCAP-37) were maintained in RPMI 1640 medium supplemented with 10% fetal bovine serum and 5% glutamine. MCF-7 and HS578T cell lines were maintained in Dulbecco’s Modified Eagle’s Medium supplemented with 10% fetal bovine serum and 0.01 mg/ml bovine insulin. SK-BR-3 cell line was maintained in McCoy’s 5 A Medium supplemented with 10% fetal bovine serum. The MDA-MB-231 cell line was maintained in Leibovitz’s L-15 Medium supplemented with 10% fetal bovine serum and incubated cultures at 37 °C without CO_2_. All cell lines except MDA-MB-231 grow in a humid atmosphere containing 5% CO_2_ at 37 °C.

### Chemicals and antibodies

Chlorhexidine(#HY-B1248), Chloroquine(#HY-17589A), MG-132(#HY-13259), and Doxorubicin(#HY-121309) were purchased form Med Chem Express. The primary antibody HJURP (#712465, 1:1000) was purchased from Thermo Fisher Scientific. The primary antibodies YAP1 (#14074, 1:1000), Lamin B1 (#13435, 1:1000), and NDRG1(#9485, 1:1000) were purchased from Cell Signaling Technology. GAPDH (1:1000) antibodies were purchased from Santa Cruz Biotechnology.

### Overexpression and knockdown of genes

Overexpressing plasmid or shRNA of indicated genes were transfected into cells using Lipofectamine 3000(Invitrogen, Carlsbad, CA) (Thermo Fisher) according to the manufacturer’s instructions which were described previously [29]. Then the efficacy was confirmed 48–72 h later.

### Cell viability assays

Triple-negative breast cancer cells were seeded onto a 96-well culture plate at different times with or without the drug. Then, cell viability was evaluated using the CCK-8 assay. The absorbance was measured at 450 nm by using a BioTek ELx800 absorbance microplate reader.

### Cell colony formation assay

Triple-negative breast cancer cells were seeded into a six-well plate and incubated for 14 days. Then, the cells were fixed with 4% polyoxymethylene at room temperature for 10 min. After being washed with PBS three times, the cells were stained with crystal violet solution at room temperature for 30 min. The excess crystal violet was removed and washed with water for three times.

### Western blot analysis

Western blots analysis was performed as previously described [29]. Nuclear fractionation used a nuclear protein extraction kit (Beyotime, China). Three independent experiments were performed.

### RNA isolation and quantitative real-time PCR

These experiments were performed as described previously [30]. In general, total RNA was extracted from cells and tissues using TRIzol (Invitrogen, Carlsbad, CA) reagent. All samples were amplified thrice in real-time, and the expression was normalized to GAPDH. The following primer sequences were used:

GAPDH forward 5′-TGACTTCAACAGCGACACCCA-3′

GAPDH reverse 5′-CACCCTGTTGCTGTAGCCAAA-3′

HJURP forward 5′-GATTCAAAAAGCGGTGAGGTCG-3′

HJURP reverse 5′-AGTCACACGTACATCCCTTCC-3′

YAP1 forward 5′-TAGCCCTGCGTAGCCAGTTA-3′

YAP1 reverse 5′-TCATGCTTAGTCCACTGTCTGT-3′

Cyr61 forward 5′-GGTCAAAGTTACCGGGCAGT-3′

Cyr61 reverse 5′-GGAGGCATCGAATCCCAGC-3′

CTGF forward 5′-ACCGACTGGAAGACACGTTTG-3′

CTGF reverse 5′-CCAGGTCAGCTTCGCAAGG-3′.

RNA-sequencing (GSE131369) was performed by LC-Bio Technology CO. Ltd., Hangzhou, China.

### Immunofluorescence (IF) and immunohistochemical staining (IHC)

Immunofluorescence analyses and immunohistochemical staining were performed as previously described [29]. For immunofluorescence assay, cells were incubated with YAP1 antibody (1:1000) at 37 °C for 1 h, followed by Alexa 555-conjugated (red) goat anti-rabbit antibody (1:1000) (Multisciences, Hangzhou, China). And for the immunohistochemical staining assay, the slices were stained with HJURP (1:100), YAP1 (1:500), NDRG1(1:1000), and Ki-67 (1:1000).

### Immuno‐precipitation assay (IP)

Triple-negative breast cancer cells were harvested and lysed with NP-40 buffer for 30 min on ice. Then cell lysates were centrifuged at high speed while the remaining 10% of the sample was used to prepare inputs. The remaining cell lysates were immunoprecipitated using specific antibodies and then added to 30 μL agarose A + G. And the mixture was co-incubated at 4 °C overnight on a rotary shaker. The samples were washed with PBS three times and visualized by western blot.

### Ubiquitination assay

Cells were transfected with the indicated plasmids and treated with 10 μM chloroquine for 12 h or 10 μM MG-132 for 6 h before harvesting. Cells were harvested and lysed with NP-40 buffer for 30 min on ice. Then cell lysates were centrifuged at high speed while the remaining 10% of the sample was used to prepare inputs. The remaining lysates were subjected to immunoprecipitation with IgG or YAP1 antibody at 4 °C overnight. The samples were collected and washed with PBS three times and the ubiquitination of endogenous YAP1 was detected by western blot.

### Luciferase assays

The activities of Gaussia luciferase and secreted alkaline phosphatase in a dual-reporter system were measured 48 h post-transfection with an NDRG1 promoter-reporter plasmid using the Secrete-Pair Gaussia Luciferase Assay Kit (LF031, GeneCopoeia) following the manufacturer’s instructions. The luminometer was used to acquire the activities. Each experiment was repeated at least three times independently.

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation was performed using the SimpleChIP^®^ Enzymatic Chromatin IP Kit (Magnetic Beads) (Cell Signaling Technology, 9003) following the instructions of the manufacturer. Chromatin was used for immunoprecipitation with anti-YAP1, anti-histone 3, and a normal rabbit- IgG antibody. ChIP-enriched DNA was measured by using real-time PCR. The primer sequences were used:

F1 5′-GAGCCGACCCACAACCC-3′

R1 5′-CACCCCTTCCCCGCTC-3′

F2 5′- AGGGGACTGCAGAGCCGA-3′

R2 5′- CGCGCGGCGGGCGCCCA-3′

F3 5′- CCCTACGACTGCTTGCGCAA-3′

R3 5′- CGCCCACTGGAGCCGCCG-3′.

### Tumor xenografts in nude mice

Twenty BALB/c female nude mice (4 weeks old) were purchased from Shanghai Laboratory Animal Center and housed in a specific pathogen-free environment according to the Ethics Committee for Animal Studies of Zhejiang University (Hangzhou, China). Sh-NC or Sh-HJURP MDA-MB-231 cells (1 × 10 × 6 per mouse) were injected into the right sub-axillary region. Mice were monitored and were measured twice per week using a slide caliper including tumor length (L), and width (W). The tumor sizes were measured twice a week. Tumor volume (mm^3^) = π/6 × length × width^2^. When tumors reached a volume of ~150 mm^3^, Sh-NC or Sh-HJURP mice were randomly allocated into groups and treated with or without doxorubicin (5 mg/kg every week) via intraperitoneal injection for 24 days. Mice were then sacrificed and some tumor tissues were fixed with 10% paraformaldehyde for immunohistochemical analysis.

### Statistical analysis

Data were analyzed in Excel and graphed in GraphPad Prism 7.0 software (San Diego, CA, USA). The comparisons between multiple groups were performed using multiple comparisons by one-way ANOVA. Comparisons between groups were performed using Student’s *t*-test and an unpaired two-tailed Student’s *t*-test was used to compare mean data. Data were independently obtained from at least three experiments. The results are presented with statistical significance or *P* value (*p < 0.05; **p < 0.01; NS indicated not statistically significant).

## Supplementary information

Supplementary figure legends

aj-checklist

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

## Data Availability

The data that supports the findings of this study are available in the supplementary materials of this article.

# Supplementary material for: HJURP regulates cell proliferation and chemo-resistance via YAP1/NDRG1 transcriptional axis in triple-negative breast cancer
**Source:** Cell Death Dis. 2022 Apr 22;13(4):396. doi: 10.1038/s41419-022-04833-6
**Supplement:** Supplementary file 1 — Supplementary figure legends

**Supplementary Figure 1.** (A) and (B) The expression of YAP1 in MAD-MB-231cells and BT549 cells stably transfected with or without YAP1 shRNAs was explored by western blot analysis and RT-PCR analysis. (C) Go enrichment of genes in MDA-MB-231 cells stably expressing Sh-NC or Sh-YAP1. (D) MDA-MB-231 cells stably expressing Sh-NC or Sh-YAP1 with or without NDRG1 overexpression were allowed to form colonies in fresh medium for 14 days. (E) BT549 cells stably expressing Sh-NC or Sh-YAP1 with or without NDRG1 overexpression were allowed to form colonies in fresh medium for 14 days. Data were presented as mean ± SD. of three independent experiments. *p < 0.05; **p < 0.01; ns, not significant.

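A GO enrichment asks whether the genes called changed carry an annotation term more often than the background genes do, so its outcome rests on which genes are called and on which genes could have been called. The text of the supplement does not state the background. The tables of GO terms were not used here, so the enrichment was not recomputed. As background, 4335 of the genes tested (29.4%) had no overlap between the Sh-NC and Sh-YAP1 libraries, against 10% by chance for 3 libraries against 3. All 499 genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg) were among them.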

**Supplementary Figure 2**. (A) BT549 cells stably expressing Sh-NC or Sh-YAP1 with or without NDRG1 overexpression were treated with doxorubicin at different concentrations for 48 h. Cell viability was detected by the CCK-8 assay. Data were presented as mean ± SD. of three independent experiments. *p < 0.05; **p < 0.01; ns, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

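RNA from MDA-MB-231 cells stably expressing Sh-NC or Sh-YAP1 was sequenced on day 3, with 3 libraries in each group. The authors deposited FPKM values, 1 value per transcript and library, with the gene identifier and 2 decimals. The paper's methods name another data series for the RNA-sequencing. The libraries used here were matched to the paper by the cell line, hairpin and replicate number in their labels. Sequencing was performed by LC-Bio for the authors. The paper's text does not name the aligner, the quantification tool, the genome build, the annotation or any filter behind the FPKM values, so these steps are already in the values and could not be varied. The values do not give the depth of the libraries, so no interval for sampling error within a library and no smallest detectable value could be computed. Errors, such as the standard errors of the log2 fold changes, come from the spread between replicate libraries. The labels do not state whether the 3 libraries of a group came from separate transfections or from the same cells. The paper speaks of at least 3 independent experiments in general, without describing the libraries. The errors therefore need not cover variation between separate knockdowns.

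The 6 libraries list the same 229420 transcripts in the same order. Of the 60612 gene identifiers, 58477 carried a symbol and 58394 were found in GENCODE release 29. Gene values were the sum of the FPKM of all transcripts of a gene. The transcript identifiers are not part of the values. The transcripts of Fig. 5C were therefore matched by gene and direction among the first 100 transcripts listed, and the identity of ENST00000521414 rests on that match. Gene and exon positions were taken from GENCODE 29 on GRCh38, and the primers of the paper were placed by exact match to its transcripts.

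Values were transformed to log2(FPKM + 1). Features were kept by their mean over the 6 libraries, at least 0.5 FPKM for genes and at least 0.1 FPKM for transcripts, which left 14770 genes and 77655 transcripts. The groups were compared with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3, with condition as the only factor and Benjamini-Hochberg adjustment over all features tested. Tools that model counts were not used, since the values are FPKM. Single genes were also compared with an exact two-sided permutation test of the 6 values, whose smallest p is 0.1. Gene lists were tested with camera from limma with an inter-gene correlation of 0.01, and against 10000 random lists matched on expression. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

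The code was tested on simulated data made from the mean and spread of the real values. With 200 of 14770 genes changed by 1.5 to 2 on the log2 scale, 190 were called at an adjusted p under 0.05 (limma, Benjamini-Hochberg), with 11 false calls. With 200 of 77655 transcripts changed by the same amounts, 13 were called with 0 false calls, and 194 of the 200 had the right direction. With changes of 3 to 4 in transcripts of small spread, all 200 were called, with 15 false calls. The changed genes, and the transcripts with the smaller changes, were drawn from those with a mean above 1 on the log2 scale. The larger changes were drawn only from transcripts of higher expression with an SD under 0.25, so size, spread and expression cannot be separated. Of the smaller changes, 64 were in transcripts with an SD under 0.25, and 13 of these were called. Changes of the smaller size, drawn in this way, were rarely called at the transcript level with 3 libraries per group.

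Libraries of the same number in the Sh-NC and Sh-YAP1 groups were checked for shared variation. Their deviations from the group means correlated across genes at -0.028, 0.062 and 0.004, and across transcripts at -0.006, 0.008 and -0.008. The first principal component of the genes held 31.7% of the variance. The 10 transcripts with the highest FPKM held between 16.0% and 20.7% of the FPKM of a library, and between 13037 and 13219 genes reached 1 FPKM.

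The genes named in the text were chosen by a rule. It takes the genes the paper names for the experiment (YAP1, NDRG1, HJURP, CTGF, now CCN2, and CYR61, now CCN1), GAPDH and WWTR1 for reference, and the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 (limma, Benjamini-Hochberg), a mean of at least 1 FPKM and no overlap between the groups. NDRG3 and NDRG4 were added after their values were seen.

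Alternatives covered the pseudocount (0.1 and 0.01), quantile normalization, centring each library on its median, no mean-variance trend, no filter, a stricter filter (a mean of at least 1 FPKM), the replicate number as a block, each library left out in turn, and gene sums over transcripts with a mean of at least 0.1 FPKM. A list of YAP/TAZ target genes and a list of folate biosynthesis genes were written before the values were seen, and lists of hypoxia and interferon response genes after. The Kaplan-Meier, ChIP, luciferase and RT-PCR experiments of the paper were not analysed here, and the pathway and GO terms were not recomputed.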

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

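Of the tests in this part, the comparison of the YAP/TAZ target list with other splits of the libraries and its GC correction were chosen only after the result was seen. Quantile normalization was a planned setting for the list, and its reading as a test of scaling was written down after. The share of a gene in one transcript above which the test on that transcript is left undecided was lowered after the share of CDRT4 was seen, which made that test undecided. The genes below were among the largest changes between Sh-YAP1 and Sh-NC, and the paper does not discuss them.

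G3BP2 had a log2 fold change of 1.44 and TPM4 of 1.60, and both were higher in all 3 Sh-YAP1 libraries than in any Sh-NC library. Without the transcript that changed most, the log2 fold change was 0.85 for G3BP2 and 1.27 for TPM4, so both stayed higher without it. For G3BP2 that transcript held 63.1% of the FPKM of the gene and rose by 41.3 FPKM, which is most of the rise from 30.3 to 84.1 FPKM. For TPM4, leaving out any one transcript gave 1.08 to 3.31. After quantile normalization the values were 1.47 and 1.68, so scaling between libraries leaves them in place. Contamination and reads shared with paralogs were not tested, and TPM4 has paralogs of similar sequence. Fragments moved between transcripts of unequal length, which can change a sum of FPKM, were not tested either. A response to the loss of YAP1 is a hypothesis that remains for both, beside these untested explanations and an effect of the hairpin outside YAP1, which a single hairpin group cannot separate.

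IL11 had a log2 fold change of -1.66, with all 3 Sh-YAP1 libraries below all Sh-NC libraries. Quantile normalization gave -1.65. Without the transcript that changed most the value was -0.74, but that transcript held 93.1% of the FPKM of the gene, so the test cannot separate a change of the gene from a change of the transcript. Taken together, the other transcripts of IL11 fell as well, which goes with a change of the whole gene. Leaving out one of them gave -1.68, so they did not all fall in the same proportion. They hold little of the FPKM of the gene, so a change of the whole gene is not established. No annotated gene overlaps IL11, which speaks against fragments being assigned to another gene. The fall of IL11 may follow the loss of YAP1, which remains a hypothesis.

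AL121900.2 had a log2 fold change of 2.95, and quantile normalization gave 2.94. In the annotation it is a gene of 1 listed transcript that overlaps DTD1 and SMIM26 on the same strand. DTD1 went from 19.2 to 13.3 FPKM and SMIM26 from 59.3 to 53.3 FPKM, so that the overlapping genes together changed by -11.93 FPKM while AL121900.2 went from 0.48 to 10.8 FPKM. A candidate explanation is that fragments were assigned to AL121900.2 in Sh-YAP1 and to its neighbours in Sh-NC.

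CDRT4 had a log2 fold change of -1.80, and quantile normalization gave -1.83. TVP23C-CDRT4, whose annotated span on the same strand overlaps that of CDRT4, went from 1.94 to 4.48 FPKM, and the genes overlapping CDRT4 on the same strand together changed by 2.55 FPKM. Without the transcript of CDRT4 that changed most, which held 79.9% of its FPKM, the log2 fold change was -0.29. Fragments assigned to one gene or the other may account for the fall of CDRT4.

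The list of 22 YAP/TAZ target genes, which the paper does not analyse apart from CTGF and CYR61, had a median log2 fold change of -0.23. Of the 22 genes, 20 were lower in Sh-YAP1, although NT5E, LATS2 and CCN1 among them rounded to 0.00, and 14 had no overlap between the groups, 12 of them lower and MYOF and PTPN14 higher in Sh-YAP1. Of all genes tested, 29.4% had no overlap between the groups, against 10% by chance. The lowest was TGFB2 (-0.84) and the highest PTPN14 (0.27). Adjusted over all genes, 6 had an adjusted p under 0.05, and adjusted over the list alone 11 did (limma, Benjamini-Hochberg). The camera test of limma gave the list a p of 3.63e-06 and, with Benjamini-Hochberg adjustment over the lists tested, an adjusted p of 1.45e-05. Of 10000 random lists matched on expression, 4 had a median as low. Of 10000 lists matched on expression, length and GC content, 2 did, so these properties of the listed genes do not account for the shift. After quantile normalization the camera p was 3.07e-05, with a median of -0.19, and after a GC correction it was 1.19e-05, with a median of -0.22. The GC correction hardly moved the median of the list, so it says little on GC content. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, gave a median as far from 0, and the other three gave 0.07 to 0.11. With 4 splits, the share cannot fall to the level a test needs, so the shift cannot be told apart from an accidental grouping of libraries by this count alone. The values are consistent with a modest loss of YAP1 target expression, as a hypothesis, while TAZ (WWTR1) is still expressed.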

How the results depend on the processing

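The alternatives named below as added, and the unadjusted p of the NDRG1 transcript under each alternative, were chosen only after the result was seen. The main test, its filters and the alternatives were set before the data were examined, except leaving out transcripts above 1 FPKM in a single library and taking a GC content trend off each library, which were chosen after seeing the values. Alternatives for count data (other count models, library size scaling, a filter on counts) were not run, since the values are FPKM.

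YAP1 stayed lower at an adjusted p under 0.05 (limma, Benjamini-Hochberg) under all 17 alternatives, with log2 fold changes from -3.17 to -2.56. The NDRG1 total stayed higher in Sh-YAP1 under all 17, from 0.60 to 1.03, and its adjusted p from limma (Benjamini-Hochberg) ranged from 0.0335 to 0.305. It passed only without Sh-YAP1 replicate 2 (1.03), and the fits that each left out one library ranged from 0.69 to 1.03. Without transcripts above 1 FPKM in a single library it was 0.60 with overlapping groups. The NDRG1 transcript of Fig. 5C stayed lower under all 14 alternatives run for it, from -7.53 to -1.85, and at no adjusted p under 0.05 (0.0525 to 0.805, limma with Benjamini-Hochberg). The size follows the pseudocount, since the transcript is listed at 0 in Sh-YAP1. Its unadjusted p from limma was under 0.05 with a pseudocount of 0.1 (0.0456), with 0.01 (0.0257) and without Sh-NC replicate 2 (2.77e-05). The YAP/TAZ target list kept a median from -0.28 to -0.19 and a camera p from 9.15e-07 to 5.37e-05 under its 11 alternatives. The transcripts of Fig. 5C kept their direction in each fit leaving out one library, 100 of 100. Since the list is drawn from the same values, this is no test of stability.

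The number of genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg) was 499, and it was 232 without a filter (120 higher, 112 lower), 1 with the replicate number as a block (0 higher, 1 lower, with 2779 at an unadjusted p under 0.05), and 78 to 171 across the 6 fits that each left out one library. The number of transcripts at an adjusted p under 0.05 was 40, and it was 75 and 73 with pseudocounts of 0.1 and 0.01, 74 without a trend, 85 with a mean of at least 1 FPKM, 0 with the block (3553 at an unadjusted p under 0.05), and 16 to 36 across the fits that each left out one library. Genes at 2-fold with an unadjusted p under 0.05 numbered 89, and 231 and 265 with pseudocounts of 0.1 and 0.01. For transcripts these numbers were 1169, 3595 and 3574. A smaller pseudocount widens the log2 differences of features near 0; for the other changes the cause was not tested. The balance of directions among genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg) was 259 higher and 240 lower. With each library centred on its median it turned to 233 higher and 265 lower. The other settings apart from the block kept more genes higher than lower. Counts say nothing on which genes were shared between settings.

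CCN1 had a log2 fold change of 0.00, and its sign was positive after quantile normalization (0.06), without transcripts above 1 FPKM in a single library (0.06), after the GC correction (0.02) and in some fits that left out one library (-0.09 to 0.05); no value was near a threshold (adjusted p 0.577 to 1.0, limma with Benjamini-Hochberg). Over 204 settings of 12 single genes, 36 values were weaker, 0 stronger and 7 reversed, all for CCN1, and 161 kept their direction and their side of the threshold. The weaker ones belong to AL121900.2 (11 settings), CDRT4 (7), TPM4 (4), NDRG4 (12), G3BP2 (1) and IL11 (1). G3BP2 and IL11 passed in every setting except the block (adjusted p = 0.0679 for both, limma with Benjamini-Hochberg).

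The median log2 fold change of all genes was -0.001, and it lay between -0.018 and 0.002 under all alternatives run for the genes. Since the depth of the libraries is unknown, how far sampling noise limits weakly expressed transcripts cannot be said. In simulated data with 3 libraries per group, 13 of 200 transcripts changed by 1.5 to 2 on the log2 scale were called.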

Differences from the paper's values

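The unadjusted p of the NDRG1 transcript under each alternative was computed only after the result was seen. The paper states 326 changed genes, and 89 genes were at 2-fold with an unadjusted p under 0.05 here. Among the alternatives set before the data were examined, pseudocounts of 0.1 (231 genes) and 0.01 (265 genes) came within 1.5 times the paper's number, and the others did not.

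The paper states 136 genes up-regulated after knockdown of YAP1, and 46 were found here. Pseudocounts of 0.1 (123) and 0.01 (145) closed the gap, and none of the other alternatives did. The paper states 190 genes downregulated, and 43 were found here. None of the alternatives closed this gap, the nearest being a pseudocount of 0.01 with 120. Fig. 5B shows about 190 genes up-regulated, read by eye, and about 140 downregulated, read by eye, which is the reverse of the order in the paper's text. Against Fig. 5B, 145 up-regulated genes with a pseudocount of 0.01, and 108 and 120 downregulated genes with pseudocounts of 0.1 and 0.01, came within 1.5 times the paper's numbers, and the others did not.

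For the NDRG1 transcript the paper shows a log2 fold change of about -11 in Fig. 5A, read by eye, and the difference here was -2.65. The transcript is listed at 0 in all 3 Sh-YAP1 libraries, so the size of the difference is set by the pseudocount, with -4.88 at 0.1 and -7.53 at 0.01, and only its direction can be compared. None of the alternatives set before the data were examined reached the paper's value.

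Fig. 6B shows RT-PCR, another assay, of the same cell line. The paper's ratio of Sh-YAP1 to Sh-NC for YAP1 was about 0.33 in Fig. 6B, read by eye, and the ratio of FPKM here was 0.111. For NDRG1 the paper's ratio was about 0.22 in Fig. 6B, read by eye, and the ratio of the gene total here was 1.81. The paper lists no RT-PCR primers for NDRG1, so which transcripts its ratio covers is unknown, while the total here sums 61. The paper also reports less NDRG1 after YAP1 knockdown by western blot (Fig. 6A) and in BT549 cells, neither of which was examined here. For CYR61 (CCN1) the paper's ratio was about 0.48 in Fig. 6B, read by eye, and the ratio here was 0.996. Of the alternatives set before the data were examined, the ratios were computed with only transcripts of a mean of at least 0.1 FPKM summed and with each library left out in turn, and none of these closed these 3 gaps. For CTGF (CCN2) the paper's ratio was about 0.80 in Fig. 6B, read by eye, and the ratio here was 0.864, which is within 1.5 times the paper's. An unchanged CTGF would also lie within this limit, so the comparison cannot tell a small fall from no change. The adjusted p of CTGF here was 0.13 (limma, Benjamini-Hochberg).

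The paper states that NDRG1 transcripts decrease significantly in the YAP1 knockdown group. Here the total of NDRG1 was higher in Sh-YAP1 (log2 fold change 0.82), with 7 transcripts lower and 18 higher. The marked transcript was lower by an unadjusted p of 0.0535 from limma and an adjusted p of 0.769 (limma, Benjamini-Hochberg). It had an unadjusted p under 0.05 from limma with a pseudocount of 0.1 (0.0456), with a pseudocount of 0.01 (0.0257) and without Sh-NC replicate 2 (2.77e-05). Its adjusted p was under 0.05 under none of the alternatives (0.0525 to 0.805, limma with Benjamini-Hochberg). No single YAP1 transcript had an adjusted p under 0.05 either (limma, Benjamini-Hochberg), so at the transcript level this threshold also missed the targeted gene.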

Other observations

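Of the tests in this part, all comparisons with other splits of the libraries, the GC correction, the test on transcripts of one gene changing in opposite directions and all tests on the NDRG1 total were chosen only after the result was seen.

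Among the 10 ways to split the 6 libraries into groups of 3, 4 part all same-numbered pairs, the real one included, and the others part 1 pair. Of those 4 splits, 1, the real one, gave as many genes at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 499 against 0 to 5 for the other three. At an unadjusted p under 0.05 those gave 463 to 611 genes, against 3241 for the real split. For genes at 2-fold with an unadjusted p under 0.05 it was also 1 of 4, 89 against 31 to 45. For transcripts at 2-fold it was 1 of 4, 1169 against 957 to 1003. For transcripts at an adjusted p under 0.05 it was 1 of 4, 40 against 22 to 29, and up to 38 over all other splits. So few splits cannot give a small share, and none of these results can be told apart from an accidental grouping by this count. The other splits mix Sh-NC and Sh-YAP1 libraries. A difference between the real groups then adds to the spread within the mixed groups and can lower their counts. At an unadjusted p under 0.05 there were 4754 transcripts for the real split and 2955 to 3029 for the other three.

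Technical trends were tested across genes with a length and a GC content (14682). The log2 fold change followed transcript length with a Spearman correlation of 0.05, which is under the limit of 0.1 set for the test. It followed GC content with a correlation of -0.12, past that limit, and other splits gave -0.29 to 0.12. With the trend taken off each library the correlation was 0.00, and 640 genes had an adjusted p under 0.05 (limma, Benjamini-Hochberg) against 499 without this correction. The number of genes is therefore not fully explained by GC content. Genes are not independent replicates.

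Many transcripts were near 0 in one group and present in the other. With no value above 0.05 FPKM in one group and at least 0.5 FPKM in all 3 libraries of the other, 146 transcripts met this description, 84 lower and 62 higher in Sh-YAP1, and 68 of them are in Fig. 5C. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many, and the others gave 115 to 133. Over all 10 splits, 3 gave as many, the real one included. Of the 142 with other transcripts of the same gene, 101 (71.1%) belonged to a gene whose other transcripts changed in the opposite direction, and their gene totals changed by a median size of 0.17 on the log2 scale. A candidate explanation is that the quantification moved fragments between transcripts of one gene that share exons, in each library separately. In this reading the transcripts of Fig. 5C may say little about the amount of RNA of their genes. A switch of transcripts after knockdown would also give opposite changes, but splits that mix Sh-NC and Sh-YAP1 libraries gave 114 to 151 such transcripts, which speaks against a switch for most of the 146. In addition, 10090 transcripts exceeded 1 FPKM in a single library.

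The NDRG1 total was higher in Sh-YAP1, by 0.82 on the log2 scale. Without transcripts above 1 FPKM in a single library the value was 0.60 and the groups overlapped, with 55.5, 56.8 and 65.3 FPKM in Sh-NC replicates 1 to 3 and 60.6, 86.2 and 139 FPKM in Sh-YAP1 replicates 1 to 3. Transcripts seen in a single library may therefore add to the rise, although their fragments could also belong to NDRG1. Leaving out any one transcript gave 0.52 to 1.16. Quantile normalization gave 0.88, so scaling between libraries does not account for it. NDRG1 is a hypoxia-responsive gene, and a list of other hypoxia-responsive genes gave a camera p of 0.563 with a median of 0.08. Of 10000 random lists matched on expression, 9322 had a median as low, so the hypoxia list lay towards the high end. A hypoxia response of the Sh-YAP1 cells was not detected by the camera test, and a small one is not excluded. An increase of NDRG1 RNA remains a hypothesis that cannot be told apart from the assignment of fragments to single transcripts.

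The NDRG family members NDRG3 and NDRG4 were singled out after their values were seen. NDRG3 was at 30.2 FPKM in Sh-NC and 46.6 FPKM in Sh-YAP1 (log2 fold change 0.59, adjusted p = 0.11, limma with Benjamini-Hochberg adjustment), higher in 3 of 3 libraries. Without transcripts above 1 FPKM in a single library, however, its log2 fold change was 0.07 (adjusted p = 0.946, limma with Benjamini-Hochberg adjustment), and over its alternatives the adjusted p from limma (Benjamini-Hochberg) ranged from 0.0559 to 0.946. NDRG4 was at 2.89 and 5.10 FPKM (0.65, adjusted p = 0.0468, limma with Benjamini-Hochberg adjustment), and over its alternatives the adjusted p from limma (Benjamini-Hochberg) ranged from 0.0265 to 0.167. No biological explanation was tested for either.

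Of the other genes the paper names, HJURP was at 55.3 FPKM in Sh-NC and 48.2 FPKM in Sh-YAP1 (log2 fold change -0.19). CTGF (CCN2) was at 235 and 203 FPKM (-0.21), and CYR61 (CCN1) at 109 and 109 FPKM (0.00). Their adjusted p values were 0.266, 0.13 and 0.999 (limma, Benjamini-Hochberg). TAZ (WWTR1), the paralog of YAP1, was at 42.2 and 48.7 FPKM (0.20, adjusted p = 0.164, limma with Benjamini-Hochberg adjustment). GAPDH, to which the paper normalizes its RT-PCR, was at 3974 and 3623 FPKM (-0.13, adjusted p = 0.296, limma with Benjamini-Hochberg adjustment).

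Fig. 5D shows pathways, and a list of folate biosynthesis genes had a median log2 fold change of -0.08 over 18 genes. Its adjusted p from the camera test of limma with Benjamini-Hochberg adjustment over the lists tested was 0.563, and its unadjusted p was 0.506. Of 10000 random lists matched to it on expression, 1480 had a median as low. Both tests look for a shift of the list in a shared direction, so they cannot decide on changes in mixed directions. Of the 18 genes, 9 had no overlap between the groups, 5 lower and 4 higher in Sh-YAP1, against 29.4% of all genes tested. Adjusted over all genes, 1 of the 18 had an adjusted p under 0.05 (limma, Benjamini-Hochberg). A list of interferon response genes, written to look for a response to the hairpin, had a median of 0.11 over 19 genes. Its adjusted p from the same limma test with Benjamini-Hochberg adjustment was 0.467, and its unadjusted p was 0.234. Of 10000 random lists matched on expression, 9523 had a median as low, so the interferon list lay near the high end. A small response is therefore not excluded.

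The 6 ChIP primers of the paper lie between 133297352 and 133297522 on chromosome 8 of GRCh38. This is in exon 1 of ENST00000414097, and it is 48 to 115 bp upstream of the annotated 5′ ends of 11 other NDRG1 transcripts. The 5′ end of ENST00000521414, the transcript of Fig. 5C, is at 133249488, which is 48.1 kb downstream of the 5′ end of ENST00000414097.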
